A study of Mus musculus with 4 samples. Its data were reported in "Endothelial-secreted Endocan activates PDGFRA and regulates vascularity and spatial phenotype in glioblastoma" (2025).

How the data were processed

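The labels describe ATAC-seq on tumor tissue resected from 2 WT and 2 Esm1 KO mice of the C57BL/6 strain that carried mG7080 tumors. The study's methods speak instead of fresh cells from such tumors, and its results name the cells that it had grown from them as spheres. Which of these entered the libraries is not settled by the sources used here. Cells of the host brain would be carried by tissue or fresh cells but hardly by cultures. Groups and replicate numbers were taken from the sample titles. The labels describe separate tumors, and nothing ties a WT tumor to the KO tumor of the same number.

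The authors deposited 1 peak list per library, so peaks were called per sample and not on pooled reads. The submitters' processing notes name MACS2, HOMER and the mm10 build, without versions. The study's methods describe another route, with alignment by Bowtie2 to GRCm38, removal of mitochondrial and duplicate reads and peak calling by Genrich, while its reporting form lists Picard, HOMER and DiffBind. The columns of the deposited lists follow the MACS2 layout and arithmetic, so they were read as MACS2 output. Whether reads were shifted for the transposase is not given in the sources used here. Each deposited peak has a fold over local background (a ratio), the −log10 of a p-value and of a q-value, and a score, all as the authors' peak caller gave them. The lists held no mitochondrial peaks, and the lowest −log10 q was 1.30, which corresponds to a q-value threshold of 0.05. Fold depends on the local background and the p-value on depth. Folds and p-values were used to rank or filter peaks within a list. Where folds or their percentiles are set side by side for different libraries, they are a description and were not tested.

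The files give no read counts. Peak heights were recovered from the deposited values, because the fold is (height + 1)/(background + 1) and the p-value is a Poisson tail of the height at that background. A whole number of read ends matched the deposited −log10 p within 0.001 in all but 2 of 331481 peaks. The lowest background of each library was read as its genome background, a measure of relative depth. The lowest height called was 13, 16, 15 and 16 read ends in WT replicate 1, WT replicate 2, KO replicate 1 and KO replicate 2. In simulated peaks all of 16536 heights were recovered exactly. A region with no peak has no recovered height.

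Peaks of the 4 libraries were merged where they shared at least 1 bp. WT-only meant a peak in both WT and neither KO library, and KO-only the reverse. Gene models were the 21951 protein-coding genes of GENCODE M21, whose GRCm38 chromosome lengths held all peaks. A promoter was 1000 bp on either side of any of 41533 annotated transcription start sites. Regions were linked to the nearest start site within 50 kb. Overlap was measured by the Jaccard index with an exact permutation over the 3 splits of the libraries. Fisher's exact test was used for promoter share, for 22 gene lists and for 26 motifs within 100 bp of summits, and 10000 random lists matched on the number of regions were used for linked regions, with Benjamini-Hochberg adjustment over lists or motifs. One list member, Mx2, is not a protein-coding gene in this annotation and was left out. The tests, lists, motifs and alternatives were fixed before the data were examined. The exceptions are the tests of the next paragraph with their settings and the settings that leave out a segment of chromosome 15. Other exceptions are the tests marked below as chosen after the results were seen. Those were chosen after seeing the data. Named genes were Esm1, Myc and Pdgfra and 16 genes that the study stained, measured or named for a motif. They also included the 10 WT-only and 10 KO-only promoter genes with the highest lower percentile of fold. Up to 4 members per list and the 5 strongest regions per group were named as well. The text gives a selection of these.

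Tests chosen after seeing the data included limma on log2 peak height for regions and promoters with a peak in all 4 libraries. Heights were centred on each library's median, with a mean-variance trend. Also chosen then were camera on the promoter heights of the gene lists and Fisher's exact test of promoters open in 1 library alone. The latter covered 88 pairs of list and library. So were runs of at least 20 consecutive peaks with a local background of at least 2 times the genome background. Regions without a peak in some library could not enter the limma test, so it does not see loss of a peak.

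Functions were tested on simulated data. All 200 seeded WT-only and 200 seeded KO-only regions were recovered. Random dropout in the same simulation, with 85% of peaks kept, gave 1616 WT-only regions that were not seeded (1589 expected). The data held 1768 WT-only regions. The 85% was a set value, not an estimate from the data. Recovery of seeded regions therefore does not show that a WT-only or KO-only region is more than dropout. With seeded changes among 13294 promoters, limma called 68% of 200 promoters changed 2-fold and 100% of 200 changed 4-fold, with 5 false calls. A motif planted in 200 random sequences was called, and so was 1 of the 25 motifs not planted, by chance. In 100 draws with no planted motif, 3 gave any call.

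The alternatives were a −log10 q of at least 5, equal numbers of peaks, a region counted only where a library covered 50% of it, 500 bp summit windows, autosomes only, promoters of 500 and 2500 bp, linking within 10 and 100 kb, motifs within 50 bp, distal or GC-matched regions, the Jaccard index of regions and leaving out each library. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, R 4.3.3 and limma 3.58.1 were used.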

Results

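Chromatin accessibility was profiled by ATAC-seq, in which a transposase inserts sequencing adapters into open chromatin, in brain tumors formed by mG7080 cells. mG7080 is a murine glioblastoma line that was injected into the brains of mice with (WT) or without (KO) the Esm1 gene. Esm1 encodes Endocan, a proteoglycan secreted by endothelial cells. There were 2 tumors per group, and each of the 4 tumors gave 1 peak list. The lists held 63000 peaks in WT replicate 1, 100088 in WT replicate 2, 82975 in KO replicate 1 and 85418 in KO replicate 2. These peaks covered 35.1, 61.5, 49.2 and 49.3 Mb. The genome-wide background recovered from the peak values was 4.41, 6.85, 6.02 and 6.71 read ends per position in the same order, so WT replicate 1 was the shallowest library and WT replicate 2 the deepest, by 1.55 times. A difference that rests on the absence of a peak in WT replicate 1 is therefore less firm than one that rests on its absence in the others. All coordinates are on mm10 (GRCm38).

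The first question was what the host genotype left at Esm1 itself. Esm1 (ENSMUSG00000042379.8, chromosome 13, 113209659 to 113218098) had 0 peaks in each of the 4 libraries over the gene and 1000 bp on either side. The knocked-out gene therefore gave no check of the genotype labels. The deletion lies in the host, and the tumor cells carry their own Esm1.

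The study singled out the promoter of Myc, the proto-oncogenic transcription factor (ENSMUSG00000022346.15, chromosome 15, 61985391 to 61990374). A peak over this promoter was present in all 4 libraries. The best-ranked promoter peak had a fold over local background, as the authors' peak caller gave it, of 3.24 in WT replicate 1 and 3.12 in WT replicate 2. It was 2.23 in KO replicate 1 and 2.07 in KO replicate 2. Within its own list that peak stood at percentile 21.7, 34.4, 1.65 and 0.96 of fold. In KO replicate 1 it was a different peak, from 61986728 to 61988309, than in the other libraries, where it began between 61984300 and 61984415. The height of the tallest promoter peak went the other way. It held 64 and 89 read ends in the WT libraries against 192 and 223 in the KO libraries, which is 14.5 and 13.0 times the genome background against 31.9 and 33.2 times. The local background that the peak caller set beside that peak was 4.32 and 4.06 times the genome background in the WT libraries and 14.2 and 15.99 times in the KO libraries. The lower fold in the KO libraries thus went with a higher peak over a higher local background. With limma on the log2 peak height, the Myc promoter was 1.35 higher in KO on the log2 scale (SE 0.09, n = 2 per group, adjusted p = 8.91e-07, limma, over 13294 promoters open in all 4 libraries). Site by site the values were less firm. From 61984300 to 61985913 the heights were 64 and 89 in WT and 185 and 223 in KO (limma, log2 difference 1.31, SE 0.29, adjusted p = 0.0165), and from 61986607 to 61988387 they were 53 and 83 against 192 and 218 (limma, 1.51, SE 0.28, adjusted p = 0.000241). These tests of peak heights were chosen after seeing the data. They do not separate the host genotype from the raised background described next.

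**Figure D1:**
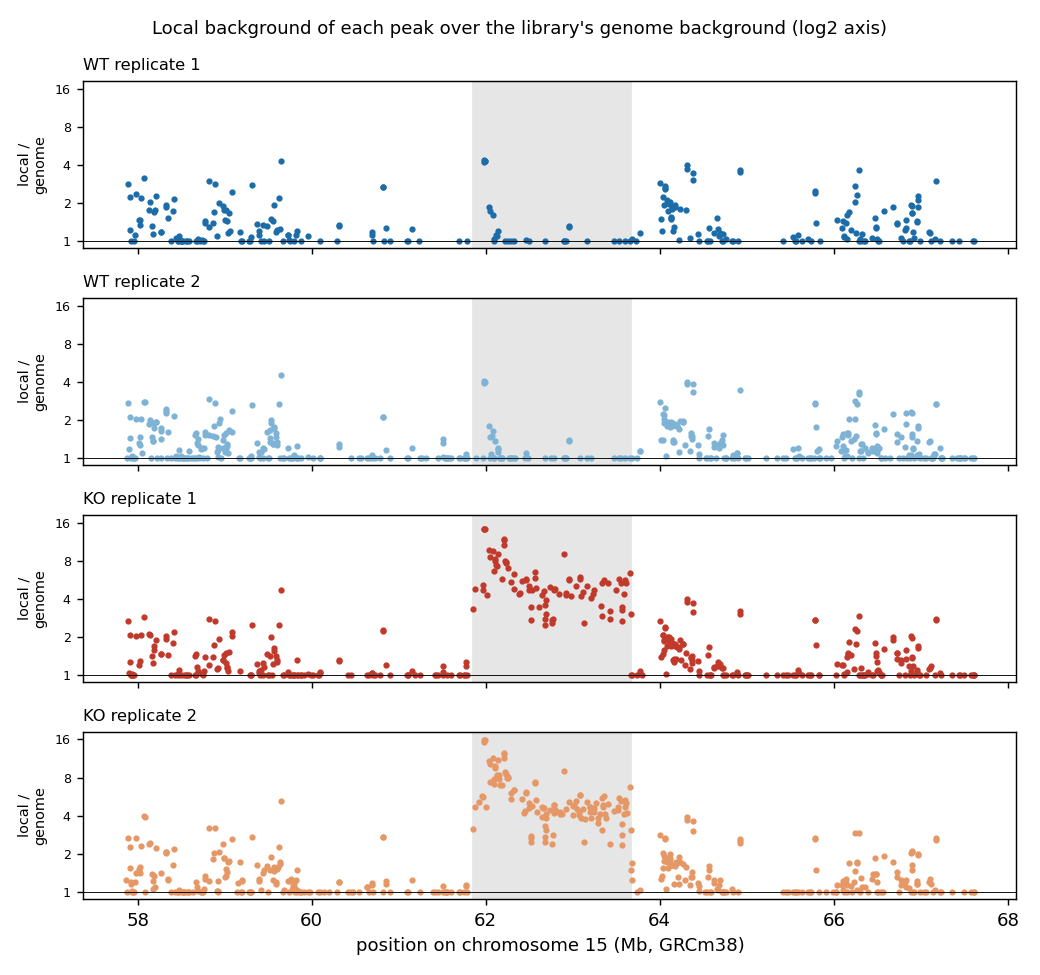
Local background of each peak divided by the genome background of its library (vertical axis, log2 scale, no unit) against position on chromosome 15 (horizontal axis, Mb), 1 panel per library and 1 point per peak, with the segment from 61858247 to 63665766 shaded. The median inside the shading was 4.87 in KO replicate 1 and 4.70 in KO replicate 2 against 1.0 in both WT libraries.

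The raised background was not limited to the promoter. It ran without a break from position 61858247 to 63665766 of chromosome 15, a segment of 1.81 Mb that held 1 protein-coding gene, Myc. All 91 peaks of KO replicate 1 and all 123 peaks of KO replicate 2 in this segment had a local background of at least 2 times the genome background, the level by which the run was defined. In the WT libraries 13.8% of 29 peaks and 6.52% of 46 peaks did. In the 2 Mb on either side the medians were 1.17 and 1.10 in the WT libraries and 1.06 and 1.11 in the KO libraries. Of the 156 merged regions in the segment, 42 were KO-only and 1 was WT-only. Among 1044 bins of 2 Mb across the genome, 1 had both KO libraries above both WT libraries by 0.5 on the log2 scale. That bin overlapped this segment, and 0 bins had the reverse.

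The promoters of other genes that the study named were examined next. Pdgfra, the receptor tyrosine kinase of oligodendrocyte precursors (chromosome 5, 75152292 to 75198215), had a promoter peak in all 4 libraries with folds of 5.70 and 4.36 in WT and 5.04 and 4.43 in KO. Olig2, the glial lineage factor, Podxl, Hif1a, Rela, Patz1, Irf1 and Chil1 (the mouse name of Chi3l1) also had one in all 4. At a −log10 q of at least 5 and where a library had to cover 50% of a region, Olig2 kept its peak in 1 WT and 1 KO library and Chil1 in 1 WT and 2 KO libraries. With equal numbers of peaks both kept it in 1 WT and 2 KO libraries. The promoter heights of these genes did not pass the limma test, with adjusted p = 0.999 for Olig2, Patz1 and Irf1. Egfr, Aldh1a3 and the microglial gene Aif1 had a promoter peak in all libraries except WT replicate 1, the shallowest. Aldh1a3 kept it in 1 KO library alone under these 3 settings, and with promoters of 2500 bp Aif1 had one in all 4. The endothelial gene Cldn5 had one in WT replicate 2 alone, and the macrophage gene Cd68 in WT replicate 2 and KO replicate 1, and both calls changed at a −log10 q of at least 5. The endothelial genes Cdh5 and Pecam1, the macrophage gene Adgre1 and the T cell gene Cd8a had 0 promoter peaks in the 4 libraries, although with promoters of 2500 bp Cdh5 had one in 1 WT and 2 KO libraries.

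The main comparison asked which regions were open in both tumors of one genotype and in neither of the other. The 4 lists merged into 122166 regions, of which 48089 (39.4%) were found in all 4 libraries. There were 1768 WT-only regions (1.45%) and 2025 KO-only regions (1.66%). The strongest WT-only region, by the lower of its within-list percentiles, lay on chromosome 5 from 64030231 to 64031157, between genes and 61.8 kb from the nearest transcription start, that of Rell1. It was followed by regions in an intron of Parp8 (chromosome 13, 116879688 to 116880329) and in an intron of Ercc8 (chromosome 13, 108191103 to 108191693). The strongest KO-only region lay in an intron of Efl1 (chromosome 7, 82771046 to 82771972) and stood at percentile 98.3 in the lower of the KO libraries. Intergenic regions on chromosome Y (260981 to 261570) and near Depdc1b (chromosome 13, 108292909 to 108293913) followed. The study's mice were all female, so the chromosome Y region is not read as signal of host cells. Chromosome Y had 11, 28, 27 and 55 peaks in WT replicate 1, WT replicate 2, KO replicate 1 and KO replicate 2. Their source was not tested. The regions at Parp8, Ercc8 and Depdc1b share chromosome 13 with Esm1 (113209659 to 113218098). Whether WT-only or KO-only regions gather around Esm1 was not tested. Most of the WT-only and KO-only regions were weak peaks. Both peaks were above the middle of their own list in 65 WT-only regions (3.68%) and in 94 KO-only regions (4.64%).

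**Figure D2:**
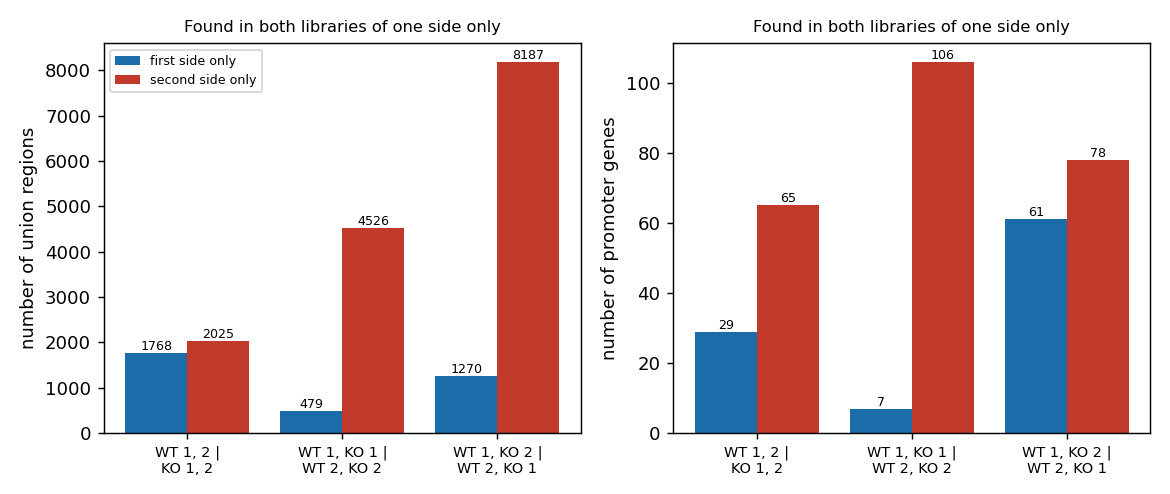
Numbers of merged regions (left) and of genes with a promoter peak (right) found in both libraries of one side and neither of the other, for the 3 ways of splitting the 4 libraries into pairs. The WT against KO split gave 1768 and 2025 regions, and the other splits gave up to 8187 on one side.

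The genotype split did not stand out from the other ways of pairing the tumors. Together its sides held 3793 regions, against 5005 when the tumors numbered 1 were set against those numbered 2 and 9457 for the remaining pairing. The Jaccard index of covered bases, the shared part of all bases covered, was 0.474 for the WT pair and 0.596 for the KO pair. Its mean was 0.535 within genotypes and 0.558 between them. All 3 splits had a difference at least as high as the genotype split (exact permutation p = 1.0), and 3 splits allow no p below 0.333. Without WT replicate 1 the within-genotype value exceeded the between-genotype value by 0.0091, and without WT replicate 2 by 0.0667. Without either KO library the order was the reverse. The WT pair at 0.474 lay below every between-genotype pair, which ran from 0.522 to 0.623. The lowest within minus between value with a library left out was -0.105.

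Promoters differed less than other regions. A peak over the promoter was present in all 4 libraries for 13294 of the 14730 protein-coding genes that had one in any library (90.3%). There were 29 WT-only and 65 KO-only promoter genes, against 7 and 106 and against 61 and 78 for the other splits. The WT-only genes with the strongest peaks included Lor, a protein of the cornified skin envelope, Cd14, a co-receptor for bacterial lipopolysaccharide, Nkx2-9, a homeobox factor, and Ttr, the transthyretin gene. At Lor the authors' fold was 4.90 and 4.94 in the WT libraries, and at Cd14 it was 3.69 and 3.06. The KO-only genes with the strongest peaks included Foxh1, Vax2 and Hlx, which encode developmental transcription factors, Rnase6, an antimicrobial ribonuclease, and Il13ra1, a cytokine receptor subunit. At Foxh1 the authors' fold was 5.54 and 5.96 in the KO libraries, at Vax2 4.27 and 5.11, and at Hlx 3.46 and 4.23. Several of these calls depended on the settings. Those at Lor, Nkx2-9, Foxh1 and Rnase6 were lost with promoters of 500 and of 2500 bp and in 500 bp summit windows. With promoters of 2500 bp Lor, Nkx2-9 and Foxh1 had a peak in all 4 libraries and Rnase6 in 1 WT and 2 KO libraries. Each of these 4 genes had 0 linked regions of the same call, so these calls depend on where the promoter window ends. The calls at Cd14, Nkx2-9 and Ttr were lost at a −log10 q of at least 5, with equal numbers of peaks and with promoters of 500 bp, and those at Vax2 and Il13ra1 where a library had to cover 50% of a region. The call at Hlx was kept under every setting. With 1 library left out, its group needs only the remaining library to have or to lack the peak, and the counts rose. KO-only promoter genes numbered 446 without KO replicate 1, 104 without KO replicate 2, 111 without WT replicate 1 and 331 without WT replicate 2. WT-only promoter genes numbered 202 without WT replicate 1, 67 without WT replicate 2, 98 without KO replicate 1 and 107 without KO replicate 2. Of the WT-only regions 2.94% lay over a promoter, against 4.49% of the KO-only regions (Fisher's exact test, two-sided, p = 0.0131). The same Fisher's exact test gave p = 4.34e-16 for one of the other splits, and with equal numbers of peaks per library the difference was no longer past the threshold (p = 0.663). Nor was it at a −log10 q of at least 5 or in 500 bp summit windows. Its direction turned without KO replicate 2, to 1.66 percentage points toward WT, and without WT replicate 2, to 0.451.

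Most promoters of the gene lists were open in both genotypes. All 25 MYC target and ribosome biogenesis genes and all 21 DNA repair genes had a promoter peak in every library, as did 21 of 23 hypoxia genes. PDGF receptor signalling had 24 of 26 members open in all 4 libraries, the cell cycle 28 of 29 and the immediate early and stress genes 16 of 17. The remaining cell cycle gene, E2f2, an activator of S-phase genes, was KO-only. Of the angiogenesis genes, Pgf, a VEGF family ligand, was KO-only, as were Col6a1 of the extracellular matrix list and Ifit1 of the interferon list. Cd14 of the microglia list was WT-only. Of these calls, those at E2f2, Pgf, Col6a1 and Cd14 were lost at a −log10 q of at least 5 and with equal numbers of peaks. No list held more than 1 such call, and Fisher's exact test of WT-only against KO-only calls gave a lowest p of 0.309 (adjusted p = 1.0, two-sided), so with so few calls 0 of 22 lists could pass and the test decides nothing.

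Markers of the cells that could be mixed into a tumor differed between single libraries. Members with a promoter peak numbered 9, 11, 9 and 12 of 24 for endothelial genes in WT replicate 1, WT replicate 2, KO replicate 1 and KO replicate 2. In the same order they numbered 5, 11, 8 and 10 of 17 for mural cells, 4, 7, 5 and 6 of 25 for microglia and macrophages, and 1, 0, 1 and 1 of 20 for T and NK cells. Neutrophil and erythroid genes had 4, 3, 3 and 4 of 19, and neuronal genes 21, 21, 20 and 21 of 22. In some lists 1 library stood apart. Mature oligodendrocyte genes had 14 of 16 open in WT replicate 1 against 8, 8 and 9 in the others, and interferon response genes had 25 of 26 open in KO replicate 2 against 18, 18 and 19. NF-kB and cytokine genes had 13 of 17 open in KO replicate 2 against 9, 9 and 10, and astrocyte genes 13 of 16 against 11 in each of the others.

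**Figure D3:**
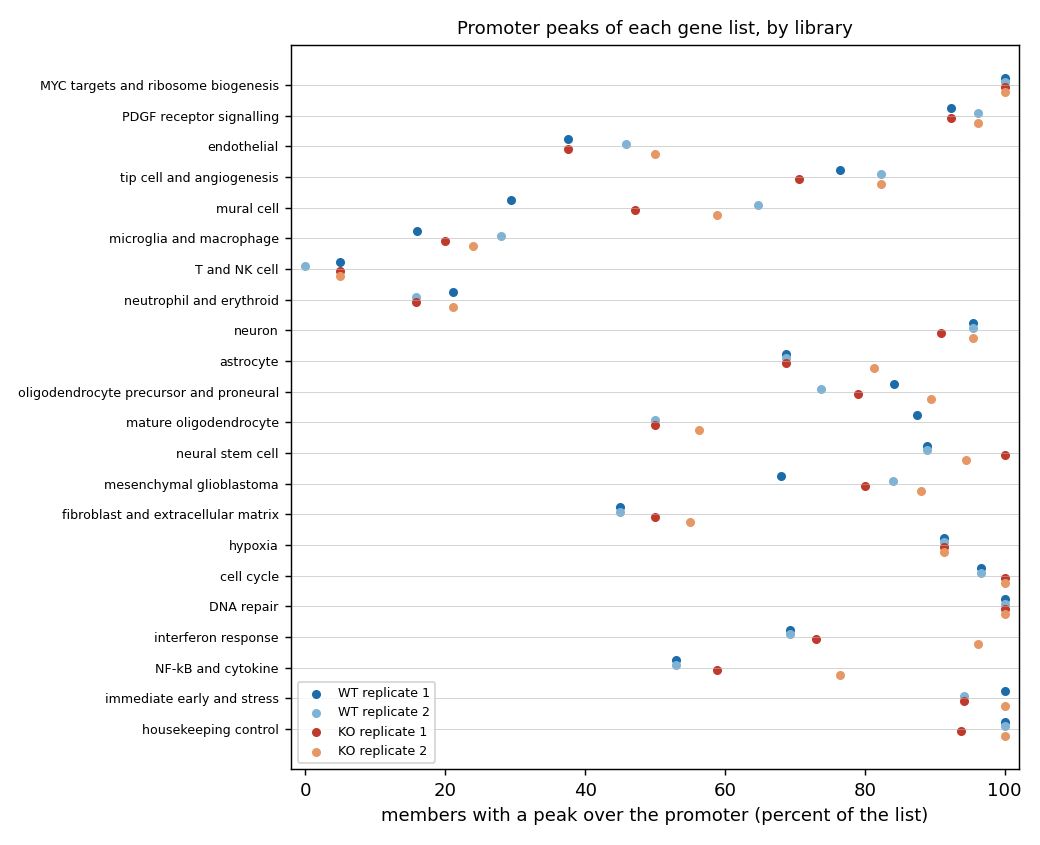
Share of each gene list with a peak over the promoter (percent, horizontal axis) for the 22 lists (vertical axis), 1 point per library. WT replicate 1 stands apart for mature oligodendrocyte genes with 14 of 16 members, and KO replicate 2 for interferon response genes with 25 of 26.

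Regions linked to genes by distance gave no list past the threshold either. Oligodendrocyte precursor and proneural genes had the most uneven count, with 2 WT-only and 7 KO-only regions within 50 kb (permutation p = 0.01, adjusted p = 0.22, two-sided, 10000 random lists). Neural stem cell genes followed with 1 and 5 (permutation p = 0.0516, adjusted p = 0.568), and within that list Hes5, a Notch target that maintains progenitors, had 0 and 2. Linking within 10 kb brought the precursor list past the threshold (permutation, adjusted p = 0.0352). Its difference of -5 regions shrank to -2 at a −log10 q of at least 5 and with equal numbers of peaks (permutation, adjusted p = 1.0 for both) and to -3 where a library had to cover 50% of a region (permutation, adjusted p = 0.896). Without WT replicate 1 it turned to 2 regions toward WT.

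Of 26 sequence motifs around the summits, 5 differed in frequency between WT-only and KO-only regions. The CATATG E-box, bound by OLIG and NEUROD factors of the neural lineages, was found in 4.19% of 1768 WT-only and 11.8% of 2023 KO-only regions (Fisher's exact test, two-sided, adjusted p = 1.08e-16). Its share was 4.65% in the regions found in all 4 libraries. The OCT motif was more frequent in KO-only regions as well, with 1.36% against 2.97% (Fisher's exact test, adjusted p = 0.00533), as was the CAGCTG E-box of proneural factors, with 16.5% against 19.9% (Fisher's exact test, adjusted p = 0.0416). WT-only regions held more CTCF sites, 3.90% against 1.78% (Fisher's exact test, adjusted p = 0.0012), and more MEF2 sites, 1.58% against 0.445% (Fisher's exact test, adjusted p = 0.0034). The MYC/MAX E-box was in 2.998% of WT-only and 2.22% of KO-only regions (Fisher's exact test, adjusted p = 0.347). The G-rich PATZ1-like motif was in 6.00% and 6.28% and the IRF motif in 2.15% and 3.02%, neither past the threshold (Fisher's exact test, adjusted p = 0.841 and 0.334). Regions are not replicates, so these values describe the 4 tumors. The other splits had 16 and 2 motifs past the threshold. In the split with 16, CATATG was in 2.36% of the regions of WT replicate 1 with KO replicate 2 and in 6.45% of those of WT replicate 2 with KO replicate 1 (Fisher's exact test, adjusted p = 8.97e-10), a smaller gap than between the genotypes. The same split had wider gaps than the genotypes for CAGCTG (25.4% against 14.8%), CTCF (4.09% against 1.16%) and MEF2 (0.315% against 1.59%). It also differed in the SOX motif, with 17.7% against 5.05% (Fisher's exact test, adjusted p = 4.77e-47). The CAGCTG call was lost at a stricter peak threshold, with motifs within 50 bp and without the chromosome 15 segment. With equal numbers of peaks its difference turned to 0.183 percentage points toward WT. The OCT call was lost with GC-matched regions. Its difference, WT-only minus KO-only, was -1.608 percentage points. Leaving out each library in turn gave -1.136 to -0.5437. The MEF2 call was lost with equal numbers of peaks (0.917 percentage points, Fisher's exact test, adjusted p = 0.0519) and without WT replicate 2 (0.0318 percentage points, Fisher's exact test, adjusted p = 0.856). The CTCF difference turned to -1.1 percentage points without WT replicate 1.

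**Figure D4:**
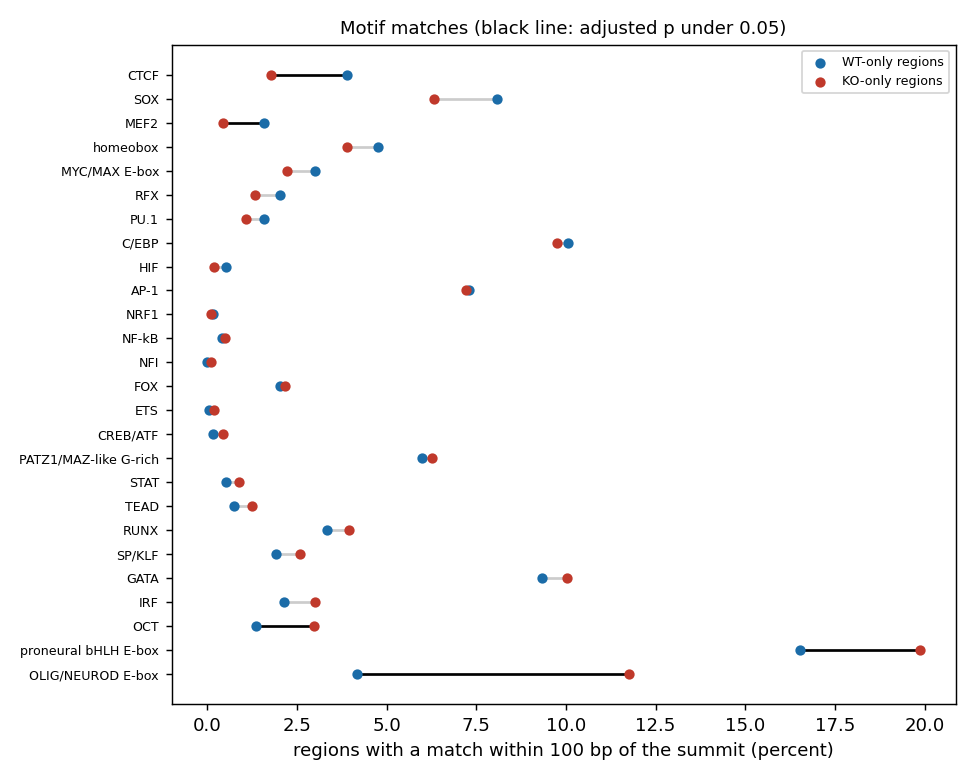
Share of WT-only and KO-only regions with a match to each of 26 motifs within 100 bp of the summit (percent, horizontal axis), with a black line where the adjusted p of Fisher's exact test was under 0.05. The CATATG E-box shows the widest gap, 4.19% against 11.8%.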

Values the study reported

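The study reported 294 genes whose chromatin accessibility differed significantly, and 129 of these differed in the promoter. For the Myc promoter it gave a more than 10-fold higher accessibility in cells from tumors of WT mice than of KO mice. Its RNA sequencing put Myc mRNA 25-fold higher in the WT tumors.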

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

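The tests of this part were chosen only after the results were seen.

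A signal appeared in a quantity that the comparisons of peaks do not use, the local background of each peak: over 1.81 Mb of chromosome 15 around Myc its median was 4.87 times the genome background in KO replicate 1 and 4.70 times in KO replicate 2, against 1.0 in both WT libraries. Opening of the Myc promoter alone is argued against, since peaks of KO replicate 2 more than 100 kb from Myc, inside the run set from KO replicate 1 alone, had a median of 4.65. More copies of the segment in the cells of the KO-labelled tumors stay open. The heights of all 17 of its regions found in all 4 libraries were higher in KO. The median was 1.36 on the log2 scale (95% interval 1.14 to 1.87). Copies would raise heights and background alike, and the background rose by 2.26. That gap does not decide against copies, since the background covers all peaks of each library in the segment and the heights those 17 regions alone. WT heights are also known only where a peak was called. The lowest background in the segment was 2.47 times the genome background in KO replicate 1 and 2.32 times in KO replicate 2. In the 2 Mb on either side their medians were 1.06 and 1.11. A rise at every peak inside these bounds goes with more copies but does not exclude other causes. Exchanged group labels cannot be told apart from the labels as given. The Esm1 gene had 0 peaks in the 4 libraries and so could mark neither group. The host genotype stays open because both KO-labelled libraries carry the segment and both WT-labelled libraries lack it. The run had nearly the same bounds in both KO libraries. They were 61858193 to 63665766 in KO replicate 1 and 61858247 to 63665840 in KO replicate 2. Whether the 2 KO libraries are independent of each other at this segment is not known. The limma p of the Myc promoter is therefore not evidence of a genotype effect. The study put Myc higher in WT by RNA sequencing, tissue staining and blotting as well as by ATAC-seq, which goes against the peak heights under these labels and with the folds, and the labels of the deposited files are not settled by it.

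Interferon response promoters were open in KO replicate 2 alone for 6 of the 7 members closed in the other 3 libraries (Bst2, Gbp2, Ifi44, Oas1a, Oas2 and Oasl2). More promoter peaks of every kind in that library are argued against, since 4.96% of other genes gained one (Fisher's exact test, adjusted p = 4.6e-06 over 88 tests). Immune cells in the sample stay open as a source. Of 52 immune marker promoters closed in the other 3 libraries 1 was gained, with an upper exact 95% limit of 10.3%. These markers were thus not gained as a set, but the share that such cells would open was not measured. The 3 microglia and macrophage promoters open in all 4 libraries had their highest mean in KO replicate 2. It was 0.329 on the centred log2 scale. The host genotype cannot be told apart from a difference between tumors, since peaks found in a single library have no replicate. Over the 18 interferon promoters open in all 4 libraries, KO replicate 1 lay at -0.0462 on that scale. That was between the WT libraries at -0.231 and -0.207 and KO replicate 2 at 0.485. Some promoters were KO-only, with a peak in both KO libraries: Ifit1 of the list, and Gbp5, Ifi35, Ifi47 and Ifit1bl2 outside it. No list member was WT-only. The genes outside the list were picked by name after the results were seen and were not tested as a set. In KO replicate 2 the astrocyte list also gained 3 of 5 closed members (Acsbg1, Aldh1l1 and Gfap; Fisher's exact test, adjusted p = 0.0343) and the NF-kB and cytokine list 3 of 7 (adjusted p = 0.0835), and other cell types of the brain were not tested as a source.

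Mature oligodendrocyte promoters were open in WT replicate 1 alone for 5 of the 7 members closed in the other 3 libraries (Ermn, Mag, Mobp, Mog and Opalin, which encode myelin and oligodendrocyte proteins). The depth of that library is argued against, since it was the lowest and 0.457% of other genes gained a peak there (Fisher's exact test, adjusted p = 5.59e-09 over 88 tests). WT replicate 2 did not share the pattern. Over the list's promoters open in all 4 libraries it lay at -0.152 on the centred log2 scale. That was between KO replicate 1 at -0.181 and KO replicate 2 at 0.0172. The host genotype is not settled by this, since a mean over 8 promoters in a single library has no spread here. Mature oligodendrocytes of the brain in the sample stay open: WT replicate 1 lay highest over those promoters, at 0.316 on that scale, but 4 of the 8 had their highest scaled height there, which neither meets nor excludes what such cells would give.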

How the results depend on the processing

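The Myc promoter peak was present in every library under every peak setting. The CATATG E-box stayed more frequent in KO-only regions under all its alternatives, and past the threshold under those that kept all 4 libraries. Its difference, WT-only minus KO-only, was -7.579 percentage points in the main comparison. Leaving out each library in turn gave -7.385 to -2.571. Under settings other than leaving out a library, 64 of 84 values of the main results kept both direction and side of the threshold or, without a test, stayed within 1.5 times for counts and within the spread for overlap, and the cause of the changes below was not tested. The share of WT-only minus KO-only regions over promoters, -1.55 percentage points, was no longer past the threshold at a −log10 q of at least 5 (-1.36), with equal numbers of peaks (-0.298) and in 500 bp summit windows (-1.31). Equal numbers of peaks gave 46 WT-only promoter genes and 3 motifs past the threshold, and moved the CAGCTG E-box to 0.183 percentage points toward WT. Asking a library to cover 50% of a region gave 57 WT-only and 100 KO-only promoter genes. Linking within 10 kb brought 1 list past the threshold.

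Leaving out each library in turn gave -0.105 to 0.0667 for the within minus between overlap, 3555 to 19160 WT-only and 2695 to 17063 KO-only regions, 67 to 202 WT-only and 104 to 446 KO-only promoter genes and -3.97 to 1.66 percentage points for promoter share. It gave 0 to 1 lists by promoter calls, 0 to 3 lists by linked regions, 8 to 15 motifs, -22 to 2 linked regions for the oligodendrocyte precursor list, -1.1 to 4.18 percentage points for CTCF and -6.1 to 2.07 for CAGCTG. A group reduced to 1 library asks for less agreement, which raises such counts by construction.

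The settings for peak heights were chosen after seeing the data. Regions higher in KO numbered 3 without the chromosome 15 segment, and those higher in WT 0. The Myc promoter height stayed 1.24 to 1.38 higher in KO on the log2 scale and past the threshold under every such setting (limma, adjusted p up to 0.00682). Scaling by genome background gave 16 regions higher in KO and 3 in WT, and 3 promoters higher in KO and 7 in WT. Leaving out a library gave 6 to 104 regions higher in KO and 1 to 17 in WT, and 1 to 161 promoters higher in KO and 0 to 64 in WT, where the lone library is assumed to vary like the other group. For the counts of regions and promoter genes, no paired analysis was possible because they ask for a peak in both libraries of a group, whatever the pairing. For peak heights, a replicate block gave 10 regions higher in KO and 0 in WT, and 6 promoters higher in each. Libraries of the same number deviated in opposite directions (correlation across regions -0.341, across promoters -0.204, regions not being independent), and a crossed replicate block gave 81 and 20 regions and 23 and 12 promoters. Nothing in the labels pairs the tumors.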

Other observations

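The tests of this part were chosen only after the results were seen.

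Peak heights could be compared only where every library had a peak, in 39.4% of the merged regions. Of 48089 regions found in all 4 libraries, 18 were higher in KO and 1 was higher in WT with limma at an adjusted p under 0.05, and 951 and 529 at an unadjusted p under 0.05. Scaled by genome background the unadjusted limma counts leaned the other way, with 370 higher in KO and 1367 higher in WT. The strongest was a region on chromosome 15 from 62901974 to 62903963, where heights were 28 and 33 read ends in WT and 213 and 231 in KO (limma, log2 difference 2.75, SE 0.24, adjusted p = 4.91e-26). Without the chromosome 15 segment 3 regions were higher in KO and 0 in WT, and without KO replicate 2 the counts over all chromosomes were 6 and 1. Of the other splits, the one that pairs WT replicate 1 with KO replicate 2 gave 339 regions higher on one side and 4 on the other, and the tumors numbered 1 against those numbered 2 gave 0 and 0. Among 13294 promoters, 2 were higher in KO, Myc and Dynlt1b, a dynein light chain gene with near-identical copies nearby, and 0 were higher in WT. At an unadjusted p under 0.05 the limma counts were 268 and 257, and scaled by genome background 81 and 285.

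Of the gene lists, interferon response (camera with a preset correlation, adjusted p = 4.02e-09), neural stem cell (camera, adjusted p = 0.000419) and oligodendrocyte precursor and proneural promoters (camera, adjusted p = 0.00939) were higher in KO. With an estimated correlation none of the 3 passed (camera, adjusted p = 0.668 for each). In each of these lists KO replicate 2 was the highest library, with a mean deviation of 0.485, 0.348 and 0.248 on the log2 scale.

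The Myc promoter here was 1.35 higher in KO on the log2 scale of peak height. That is opposite in direction to the value quoted from the study above. The fold over local background in the deposited lists ran the other way, with 3.24 and 3.12 in WT against 2.23 and 2.07 in KO. Whether these lists are the ones behind the study's value is not given in the sources used here.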
